A study of Mus musculus with 92 samples.

How the data were processed

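RNA from the quadriceps muscle of 92 mice was profiled by sequencing of polyadenylated RNA. The mice were DOz animals, an outbred stock in which each animal carries its own mixture of inherited alleles. All had eaten standard chow throughout life, and they were about 18 to 20 weeks old. Per the labels' protocols, libraries were made with the KAPA mRNA HyperPrep kit from a fixed amount of RNA. The labels give 1 group only, so no comparison between treatments was possible. Body composition, insulin sensitivity and lipid measurements were not analysed here.

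The values analysed are 1 deposited table of log2 expression values, with genes in lines and samples in columns. The scale was read from the values, because neither the labels nor the header states it. Raising 2 to the power of each value and adding up a sample gave between 898071 and 1140761, with a median of 1006085, so the deposited log2 values are per-million values to a close approximation. The exact scaling, the aligner, the counting program, the genome build and the filter on low genes are not stated. Weakly expressed genes had been left out before deposit, since the lowest gene mean was -0.91. Values for samples with no reads shared a gene-specific floor, most often at -3.86, and 0.0631% of all values lay at or below -3.8. No steps of whole reads could be seen above the floor, so the depth of each library is unknown, and no interval that needs read counts was computed. A precision can be given only from the spread between animals.

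The table held 13456 lines. After 15 repeated lines with identical values were removed, 13441 genes remained, of which 36 had an identifier and no symbol, and 7 symbols were listed under 2 identifiers each. All value columns matched a sample title, with 0 columns left over. Of the gene identifiers, 13255 were found in the reference name table and 186 were not. Because the build is not stated, no coordinates are given. The GENCODE M21 mouse annotation was used only for exon lengths, transcript sequences, exon overlap and the order of genes along chromosomes. No pair of libraries was a duplicate, since the smallest root mean square log2 difference of any of the 4186 sample pairs was 0.521 against a median of 0.66.

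The tests had been planned for read counts. Because the table holds log2 values, limma was used in their place: a linear model for each gene, with empirical Bayes moderation and a mean-variance trend, and Benjamini-Hochberg adjustment over all genes tested. Association with Cers2 or Cers1 was fitted as the slope on the standardised level of that gene, so a slope is the log2 change per SD of Cers2 or Cers1. The animals were never divided by an expression value for these tests. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and with fry. Correlations between single genes are Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples, for which 1e-05 is the smallest p-value possible. The difference between Cers1 and Cers2 was tested by a two-sided sign-flip permutation test with as many resamples. The spread of a gene is the log2 ratio of its SD to the SD that a lowess trend gives at its mean. List medians were set against 10000 random lists of the same size matched on mean expression. A gap was called where the sorted values of a gene with a mean of at least 1 held a step of at least 1 between neighbouring animals with at least 5 animals on each side.

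The 11 gene lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule named the ceramide synthases with their levels, up to 10 ceramide genes past the threshold with the largest correlation with Cers2, up to 5 rising and 5 falling genes with the largest slopes for each genome-wide test, up to 5 genes for the title-number blocks, the 10 genes with the widest gaps and the 10 with the largest excess spread. Genome-wide and spread choices were limited to genes with a mean of at least 1. The ceramide list held 50 genes of ceramide synthesis, breakdown and fatty acid elongation, of which 41 were in the table. The other lists covered adipocyte, slow fibre, fast glycolytic fibre, macrophage, endothelial, fibroblast, Schwann and blood markers, oxidative phosphorylation and insulin signalling. The slow fibre list also held Myh2, the myosin heavy chain of fast oxidative fibres. No gene was in more than 1 list. A list score is the mean of its standardised genes. The partners of Cers1, the relations with list scores, the genes of the insulin signalling list and the Y-linked genes were looked at after the first results had been seen.

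The sample titles end in numbers that fall into 5 runs separated by gaps of over 30. The labels do not say what the numbers are. These runs are called title-number blocks here, held 33, 14, 21, 11 and 13 animals, and were treated as a possible batch. The alternatives included the block as a covariate, the first 3 principal components as covariates, the scores of 7 marker lists as covariates, the removal of the 2 samples farthest from the median, exon length scaling and other gap rules. After the data had been seen, a re-centring of each sample on its median deviation, a log2(value + 1) scale and a minimum gene mean of 1 were added in place of alternatives that need counts.

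The slope and block fits, the gap procedure, the spread and coexpression of lists and the partner test were tested on simulated data made from the means and spreads of the real genes. The list tests with camera and fry, the sign-flip test and the relations with list scores were not. Of 200 genes given a known slope, 89% were recovered among 13441 genes, with 6 calls among the rest. Each planted slope was a fixed fraction of the gene's SD, near the strongest of the named correlations with Cers2. Weaker associations would be recovered less often. Of 200 genes given a known shift in 1 block, larger than the gene's SD, 53.5% were recovered, with 3 calls among the rest. The gap procedure recovered 192 of 200 genes and called 0 of 10916 others. Its simulation capped the spread of each gene and lowered each changed gene by a large step, so it was an easy case. With uncapped spreads, at most 4 genes were called in any of 20 tables simulated from normal distributions. The partner test recovered 10 of 10 simulated partners and called 1 of 30 unrelated genes. Of 40 simulated lists of 41 independent genes, 1 lay outside the 2.5 to 97.5 percentiles of coexpression. The software was R 4.3.3 with limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and BLAST 2.17.0.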

Results

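The quadriceps transcriptomes of 92 chow-fed DOz mice were measured as 13441 genes on a log2 per-million scale. The series concerns very long-chain ceramides in muscle and systemic insulin resistance. Ceramides are sphingolipids whose acyl chain length is set by the ceramide synthase that makes them, and Cers2 is the synthase for very long chains, while Cers1 makes the C18 form. With 1 group of animals, the questions open to these data were how the genes of ceramide metabolism differed between animals of the same diet and age, and which other genes varied along with Cers2 or Cers1.

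The libraries were alike in overall composition. The median log2 value of a sample ranged from 3.43 to 3.55. Myh4, the fast myosin heavy chain, was the most abundant gene at 15.90 ± 0.24 (SD, n = 92), and the largest single gene of a sample took between 4.09% and 9% of its summed expression. The 10 most abundant genes of a sample took 23.3% to 29.9%. The first principal component held 5.96% of the variance, the next component 4.83% and the one after it 3.95%, so no single axis dominated. The lowest values of the Y-linked genes Ddx3y and Kdm5d were 4.58 and 2.91, so transcripts of the Y chromosome were present in every animal.

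Transcripts of 5 ceramide synthases were in the table. Cers2 (ENSMUSG00000015714) had a mean of 4.34 ± 0.21 (SD, n = 92) and ranged from 3.84 to 4.72 between animals. Cers1 (ENSMUSG00000087408) had a mean of 4.22 ± 0.31 (SD, n = 92). Its exons overlap those of Gdf1 in the annotation, and reads of the pair cannot be separated from these values; Gdf1 was not analysed here. Cers4 (ENSMUSG00000008206) stood at 2.47 ± 0.41 (SD, n = 92), Cers5 (ENSMUSG00000023021) at 2.27 ± 0.27 (SD, n = 92) and Cers6 (ENSMUSG00000027035) at 0.65 ± 0.71 (SD, n = 92). Cers3 was not analysed here. Tecr, the last enzyme of the elongation cycle, was the most abundant gene of the ceramide list at 8.08 ± 0.28 (SD, n = 92).

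**Figure D1:**
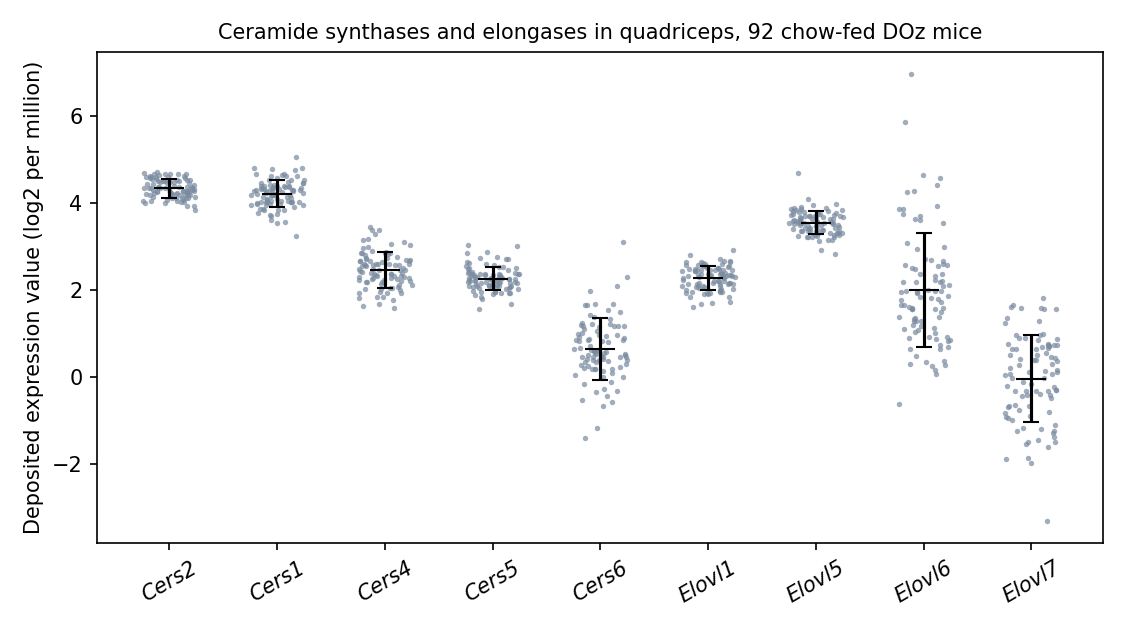
Deposited expression values, on a log2 per-million scale, of 5 ceramide synthases and 4 fatty acid elongases in 92 mice. Each point is 1 animal, the black bar is the mean and the whisker is 1 SD; Elovl6 had the widest spread, with an SD of 1.31, and Cers2 an SD of 0.21.

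Within animals, Cers1 lay below Cers2 by a small margin that depended on length scaling. The mean difference Cers1 minus Cers2 was -0.12 ± 0.38 (SD, n = 92) on the log2 scale, and Cers1 was lower in 54 animals and higher in 38 (two-sided sign-flip permutation p = 0.00242). The mean difference was negative in each of the 5 title-number blocks, from -0.35 to -0.08. Dividing by merged exon length, 3171 bases for Cers1 and 3676 for Cers2, turned the mean difference to 0.09 (permutation p = 0.0205). Which of the pair had more transcript molecules is therefore not settled by these values.

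The ceramide genes did not vary more between animals than other genes of the same abundance. The median SD of the 41 genes was 0.29, against 0.32 for all genes. Their median excess over the trend was 0.02 on the log2 scale, at percentile 61.1 of the 10000 matched random lists, and the alternative that moved it most, leaving out genes with a mean under 1, put it at percentile 52.3. Elovl6 departed furthest from the trend within the list, with a mean of 2.02 ± 1.31 (SD, n = 92), a range of -0.62 to 6.97 and a trend SD of 0.41.

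Pairs of ceramide genes were weakly but more often positively correlated than pairs of random genes. The median Spearman's rho over the 820 gene pairs was 0.0303, above all 10000 matched random lists (percentile 100), whose own median was -0.00114. The median absolute rho was 0.104 and lay at percentile 97.7. Genes are not independent replicates, so these percentiles describe the list against other lists. After the first 3 principal components were removed, the list stood at percentile 80.9.

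Of the 40 other ceramide genes, 8 were correlated with Cers2 across the 92 animals at an adjusted p under 0.05 (permutation test, Benjamini-Hochberg over the 40 relations), 5 positively and 3 negatively, and 9 had an unadjusted p under 0.05. Elovl1, which elongates very long-chain fatty acids, had the largest correlation, with r = 0.355 (permutation p = 0.00042, adjusted p = 0.0097), rho = 0.411 (permutation p = 4e-05), r = 0.345 without the 2 animals farthest from the median Cers2 level, and values from 0.15 to 0.477 within the 5 blocks. Sgms1, a sphingomyelin synthase, had r = -0.349 (permutation p = 0.00072, adjusted p = 0.0097), rho = -0.352 (permutation p = 0.00068), r = -0.359 without the 2 farthest animals, and -0.482 to -0.25 within blocks. Cert1, the ceramide transfer protein, had r = -0.307 (permutation p = 0.00293, adjusted p = 0.0171), rho = -0.29 (permutation p = 0.00503), r = -0.289 without the 2 farthest animals, and -0.548 to -0.196 within blocks. The remaining 5 were Sgpl1 (r = 0.339), Samd8 (r = -0.338), Hsd17b12 (r = 0.321), Hacd4 (r = 0.304) and Cers4 (r = 0.272), with adjusted p-values from 0.0097 to 0.0435. All 8 kept their sign without the 2 farthest animals, and 4 of the 8 had the same sign in all 5 blocks, namely Elovl1, Sgms1, Cert1 and Cers4. Cers4 rested on those animals in part, since its adjusted p was 0.0785 without them, and Hsd17b12 did not pass by Spearman's rho (adjusted p = 0.0633). When the 7 marker scores were regressed out, 0 of the 40 passed the adjusted threshold and 5 had an unadjusted p under 0.05. A lost call was not always a lost correlation: Cert1 then had r = -0.279 and Sgms1 r = -0.266. The others of the 8 shrank more, to sizes from 0.116 for Hacd4 to 0.210 for Elovl1.

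Cers1 and Cers2 were unrelated across animals (r = 0.000752, permutation p = 0.994; rho = -0.00336, permutation p = 0.973; r = -0.0134 without the 2 animals farthest from the median Cers2 level; -0.349 to 0.409 within blocks; adjusted p = 0.994 over 40 relations). The same test around Cers1, added after the first results, found 4 of 40 genes past the threshold and 8 with an unadjusted p under 0.05. Smpd1, the acid sphingomyelinase, had r = 0.527 (permutation p = 1e-05, the smallest possible, adjusted p = 0.0002), rho = 0.488 (permutation p = 2e-05), r = 0.498 without the 2 animals farthest from the median Cers1 level, and 0.497 to 0.705 within the 5 blocks. Tecr had r = 0.443 (permutation p = 1e-05, the smallest possible, adjusted p = 0.0002), rho = 0.432 (permutation p = 3e-05), r = 0.497 without the 2 farthest animals, and -0.0468 to 0.688 within blocks, with the negative value in the block of 11 animals. Hacd3 (r = -0.365) and Sgms2 (r = -0.349) were negatively correlated, with adjusted p-values of 0.00493 and 0.0058, and Sgms2 did not pass by Spearman's rho (adjusted p = 0.0699).

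**Figure D2:**
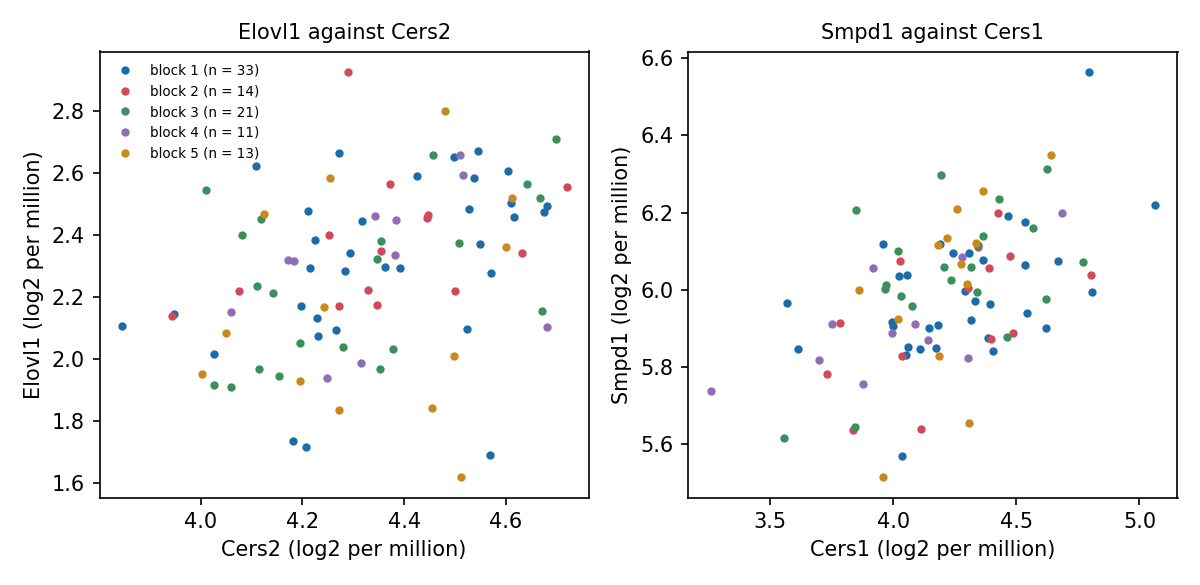
Elovl1 against Cers2 (left) and Smpd1 against Cers1 (right), both axes on a log2 per-million scale, with 1 point for each of 92 animals coloured by title-number block. Pearson's r is 0.355 on the left and 0.527 on the right, and both relations are positive within each of the 5 blocks.

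Across the transcriptome, 1070 of 13440 genes were associated with Cers2 at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 549 rising and 521 falling, and 3205 had an unadjusted p under 0.05. Within the ceramide list, 7 of 40 genes passed over all genes tested and 8 when adjusted over the list alone. The alternative that moved the count most was the use of the first 3 principal components as covariates, which left 2 genes (0.0149% of those tested), both among the 1070. With the 7 marker scores as covariates, 0.908% of the genes passed, and 90 of these were among the 1070. With the title-number block as a covariate, 907 passed, 893 of them among the 1070.

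The genes with the steepest rise per SD of Cers2 and a mean of at least 1 were Tpm3-rs7 (slope 0.91 ± 0.22, SE), Hp (0.37 ± 0.11), Egr1 (0.37 ± 0.11), Ctss (0.33 ± 0.10) and Rbp4 (0.32 ± 0.10), with limma adjusted p-values (Benjamini-Hochberg) from 0.00698 to 0.0298. Tpm3-rs7 shares near-identical sequence with Tpm3, so its value is uncertain. Its values also split at a gap, with a median of -1.66 in 27 animals and of 3.03 in 65. On the log2(value + 1) scale its slope was 0.57. The steepest falls were those of Bcl2 (-0.32 ± 0.08, SE), Hipk2 (-0.22 ± 0.06), Smarca1 (-0.20 ± 0.04), Arrdc3 (-0.20 ± 0.05) and Ell2 (-0.19 ± 0.04), with limma adjusted p-values (Benjamini-Hochberg) from 0.00164 to 0.0135. The sign was the same in all 5 blocks for each of these genes except Ctss, with 4 blocks, and Bcl2, with 3. All 10 lost significance with the principal components as covariates, although the slopes of Tpm3-rs7 (1.06), Hp (0.38), Bcl2 (-0.34) and Smarca1 (-0.19) stayed near or above their size without them, and those of Ctss (0.03), Egr1 (0.13) and Ell2 (-0.07) shrank most. Hp, Egr1, Ctss, Rbp4 and Arrdc3 also lost it with the marker scores as covariates. There the slopes of Egr1 (0.35) and Arrdc3 (-0.18) stayed near their size, and those of Hp (0.13), Ctss (0.18) and Rbp4 (0.09) shrank.

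Cers1 was associated with 654 of 13440 genes (limma with Benjamini-Hochberg adjustment), 372 of them rising and the rest falling, and 2626 had an unadjusted p under 0.05. In the ceramide list, 4 genes passed over all genes tested and 4 when adjusted over the list alone. With the first 3 principal components as covariates, 421 genes passed, 60.8% of them among the 654. With the marker scores as covariates, 526 passed, 421 of them among the 654. The steepest rises per SD of Cers1 were those of Scd2 (slope 0.51 ± 0.07, SE), Mettl21c (0.39 ± 0.07), Nmrk2 (0.39 ± 0.09), Smox (0.35 ± 0.08) and Ush1c (0.35 ± 0.09), with limma adjusted p-values (Benjamini-Hochberg) from 2.01e-06 for Scd2 to 0.00895. All 5 had the same sign in every block. The steepest falls were those of Nr4a3 (-0.66 ± 0.16, SE), Mt2 (-0.65 ± 0.18), Myl3 (-0.47 ± 0.15), Mt1 (-0.45 ± 0.12) and Csrp3 (-0.43 ± 0.11), with limma adjusted p-values (Benjamini-Hochberg) from 0.00635 to 0.0449. These 5 lost significance with the principal components as covariates, and Mt1 and Mt2 then had slopes of -0.02 and -0.00207, while Myl3 had -0.53, Csrp3 -0.36 and Nr4a3 -0.34. Mt1 and Mt2 also lost it with the block as a covariate and, like Myl3, without the 2 animals farthest from the median Cers1 level. Myl3 and Csrp3 lost it with the marker scores as covariates. Nr4a3 and Csrp3 had the same sign in all 5 blocks, and Mt2, Myl3 and Mt1 in 4.

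**Figure D3:**
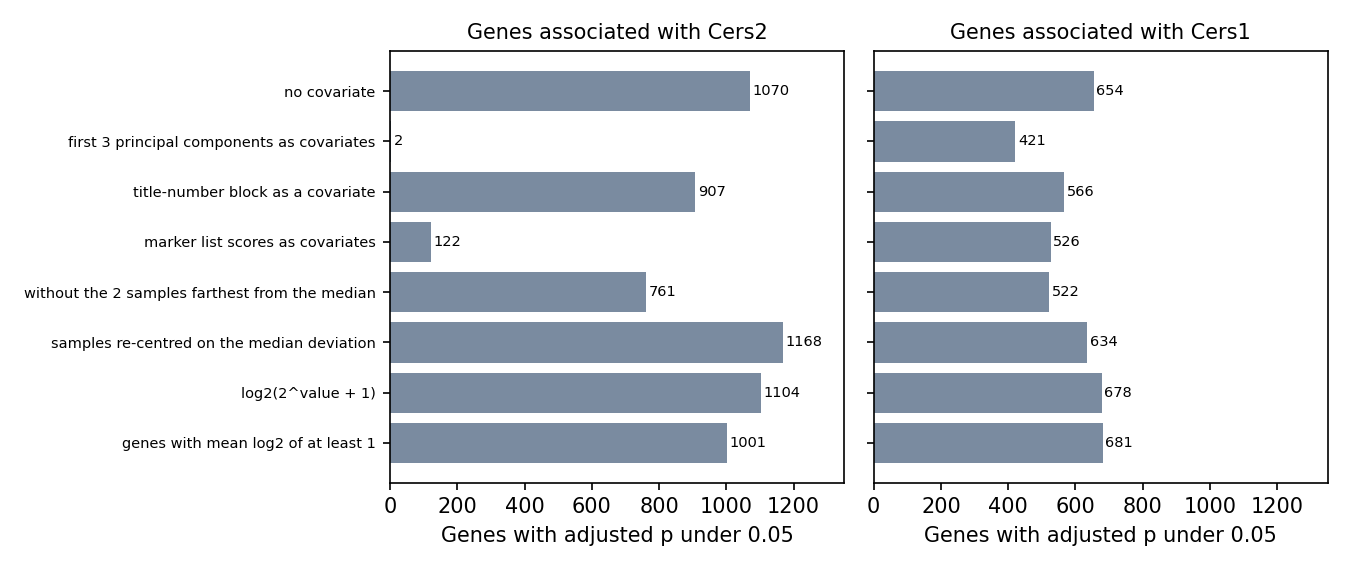
Number of genes with a limma adjusted p under 0.05 for association with Cers2 (left) and Cers1 (right) in 92 animals, with 1 bar for each choice of covariates, samples, scale or gene filter. The Cers2 count falls from 1070 to 2 with principal components as covariates and to 0.908% of the genes with marker scores, and the Cers1 count falls from 654 to 421 and 526.

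The associations with Cers2 and Cers1 had little in common. Of the genes past the threshold, 19 were shared, 9 of them in the same direction, and the correlation of the slopes across 13439 genes was 0.0223 (across genes, which are not independent replicates). A direct test of the difference between slopes in 1 model with both predictors passed for 727 genes (limma with Benjamini-Hochberg adjustment).

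Of the 11 preset lists, 6 moved with Cers2 by camera (adjusted p under 0.05, Benjamini-Hochberg over the lists). The lists for macrophages (median slope 0.20, adjusted p = 6.43e-06, 8 of 8 genes rising), fibroblasts (0.17, adjusted p = 6.76e-06, 8 of 8 rising), Schwann cells (0.14, adjusted p = 0.000147, 7 of 8 rising) and adipocytes (0.25, adjusted p = 0.00119, 9 of 10 rising) rose. The insulin signalling list (-0.06, adjusted p = 4.84e-05, 16 of 20 genes falling) and the fast glycolytic fibre list (-0.02, adjusted p = 0.0119, 8 of 9 falling) fell. Under fry, 5 of these 6 held and the fast glycolytic fibre list did not (adjusted p = 0.0541). With the inter-gene correlation estimated from the data, 0 lists passed and 3 had an unadjusted p under 0.05. The endothelial (adjusted p = 0.0506), blood (0.227), slow fibre (0.642), oxidative phosphorylation (0.213) and ceramide (0.213) lists did not pass.

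Within the insulin signalling list, 6 of 20 genes passed the genome-wide threshold for Cers2 and all 6 fell. They were Gsk3b (slope -0.10 ± 0.02, SE), Pdpk1 (-0.07 ± 0.02), Rab10 (-0.06 ± 0.02), Irs1 (-0.18 ± 0.05), Insr (-0.07 ± 0.02) and Tbc1d1 (-0.14 ± 0.05), with limma adjusted p-values (Benjamini-Hochberg) from 0.012 to 0.0463. These genes were named after their values were seen. With the first 3 principal components as covariates only 2 genes of the whole transcriptome passed, so most of these 6 lost significance there. The list itself was not tested with those components.

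For Cers1, 2 of the 11 lists passed by camera (Benjamini-Hochberg over the lists). The fast glycolytic fibre list rose (median slope 0.04, adjusted p = 0.00015, 9 of 9 genes) and the slow fibre list fell (-0.27, adjusted p = 0.000471, 9 of 9 genes). Because the slow fibre list includes Myh2, its fall is not specific to slow fibres. Under fry only the fast glycolytic fibre list held (adjusted p = 0.00542), and with the correlation estimated 0 lists passed, with 1 at an unadjusted p under 0.05. The camera adjusted p-values of the other 9 lists were 0.133 for macrophage, 0.133 for fibroblast, 0.349 for insulin signalling, 0.5 for adipocyte, 0.545 for ceramide, 0.552 for Schwann, 0.743 for endothelial, 0.743 for blood and 0.846 for oxidative phosphorylation.

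A family of 90 relations set 9 synthases and elongases against 10 list scores, and 22 of them passed (permutation test, Benjamini-Hochberg over the 90). For Cers2 the fibroblast (r = 0.370), macrophage (r = 0.339) and Schwann (r = 0.314) scores were among those that passed. The adipocyte score did not (r = 0.258, adjusted p = 0.0505), and its sign was the same in 3 of 5 blocks. The fast glycolytic fibre score did not pass either (r = -0.225, adjusted p = 0.096). Cers2 against the insulin signalling score gave r = -0.426 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00018), rho = -0.44 (permutation p = 2e-05), r = -0.493 without the 2 animals farthest from the median score, and -0.528 to -0.26 within the 5 blocks. Elovl6 against the adipocyte score gave r = 0.633 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00018), rho = 0.604 (permutation p = 1e-05), r = 0.582 without the 2 farthest animals, and 0.475 to 0.909 within blocks. Elovl5 against the same score gave r = 0.589, with an adjusted p of 0.00018 by permutation, rho = 0.485, r = 0.455 without the 2 farthest animals and 0.383 to 0.766 within blocks. Cers6 against the fibroblast score gave r = 0.589, with an adjusted p of 0.00018 by permutation, rho = 0.513, r = 0.484 without the 2 farthest animals and 0.39 to 0.77 within blocks. The permutation p-values of these last rho values were 1e-05. Cers1 against the fast glycolytic fibre score gave r = 0.353 (adjusted p = 0.00515 by permutation) and rho = 0.212 (permutation p = 0.0419). Its r was 0.238 without the 2 animals farthest from the median score, so the relation rested on them in part. Its sign was the same in all 5 blocks.

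The title-number blocks differed in few genes, although only 53.5% of simulated block differences were recovered. At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 2 of 13441 genes differed between the 5 blocks, and 1120 had an unadjusted p under 0.05. They were Sh3bp5 (adjusted p = 0.0304), with block means from 4.80 ± 0.36 (SD, n = 11) to 5.37 ± 0.25 (SD, n = 13), and Klf7 (adjusted p = 0.0341), with block means from 4.06 ± 0.22 (SD, n = 13) to 4.33 ± 0.17 (SD, n = 33). In the ceramide list, 0 genes passed, whether over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. With the first 3 principal components as covariates 0 genes passed and 776 had an unadjusted p under 0.05, and on the title number as a continuous covariate 1 gene passed.

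Some genes split the animals into a lower and an upper set with nothing between them. Of 11116 genes with a mean of at least 1, 39 had a gap of at least 1 on the log2 scale with at least 5 animals on each side, against at most 4 in 20 tables simulated from normal distributions. The smaller side held 5 to 45 animals, with a median of 10, and it was the lower side in 31 of the 39 genes. None of the 39 was in the ceramide list (0 genes). A stricter gap of 1.5 left 22 genes. The widest gap was that of Myh13, at 5.79, with a median of 2.72 in 82 animals and of 10.99 in 10 animals. Rps18-ps6 had a gap of 5.56 with 5 animals below, Gapdhrt one of 5.13 with 6 animals above, Gapdhrt2 one of 4.12 with 9 animals below and Gm44386 one of 3.8 with 9 animals below. The next 5 were Gvin1, Gm26740, Cwc22, Gm36684 and Gm43302, with gaps from 3.75 to 2.73. Rps18-ps6, Gapdhrt, Gapdhrt2, Gvin1, Cwc22, Gm36684 and Gm43302 share near-identical sequence with another gene, so their levels are uncertain. On a log2(value + 1) scale 27 genes had a gap, 23 of them among the 39, and the gaps of Gvin1 and Gm43302 narrowed to 0.96 and 0.45.

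**Figure D4:**
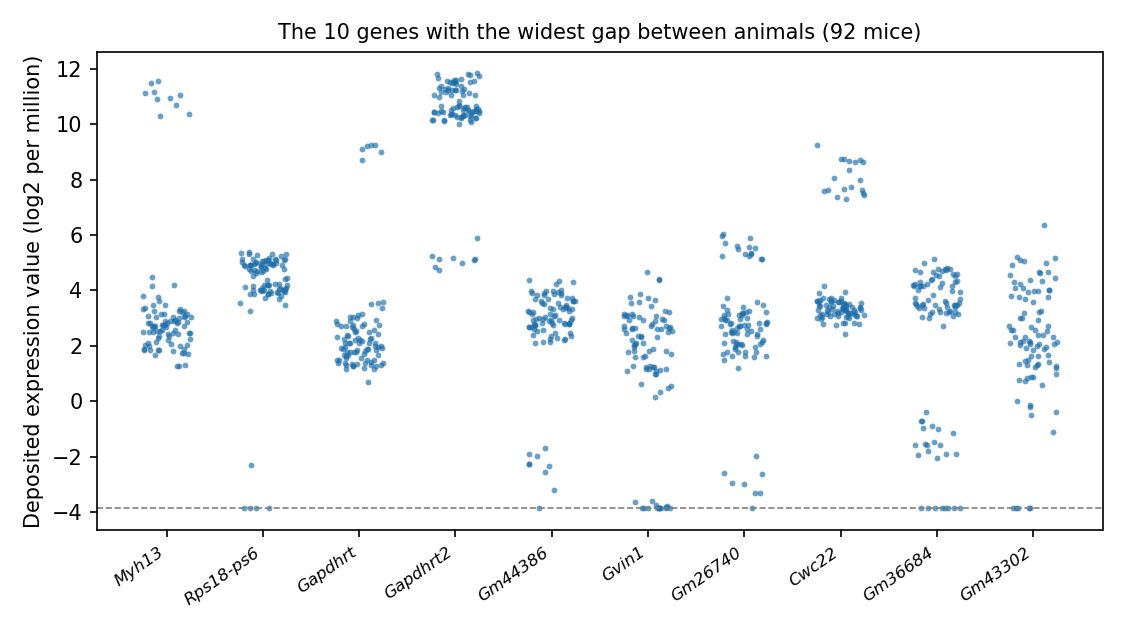
Deposited expression values, on a log2 per-million scale, of the 10 genes with the widest gap between neighbouring animals. Each point is 1 of 92 mice and the dashed line is the most common floor of the table; Myh13 is near 10.99 in 10 animals and near 2.72 in the other 82.

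The 10 genes with the largest spread relative to the trend at their mean were Rpl10-ps3, Myh13, Myh8, Hspa1a, Hspa1b, Gapdhrt2, Igfn1, Cwc22, Myh7 and Kcng4. Their excess ran from 3.55 for Rpl10-ps3, with an SD of 3.17, to 2.98 for Kcng4, with an SD of 1.76. On a log2(value + 1) scale the excess of Rpl10-ps3 was 3.18, below the 3.35 of Myh13, and that of Kcng4 was 2.75. Rpl10-ps3, Gapdhrt2 and Cwc22 share near-identical sequence with other genes, so their levels are uncertain. Hspa1a ranged from -0.18 to 8.72 between animals and Hspa1b from 1.22 to 8.95. Hspa1a and Hspa1b are near-identical copies of each other, so their separate levels are uncertain. The slow myosin heavy chain Myh7 ranged from 0.51 to 8.41.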

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

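Of 50 comparisons of a reported result with its value under an alternative, 37 kept both their direction and their side of the threshold, or a count within 1.5 times the reported one. The spread of the ceramide list was the only one of 10 results that kept its place under each alternative run, from percentile 52.3 to 68.4.

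Scaling by exon length reversed the order of Cers1 and Cers2, with a mean difference of 0.0925 in place of -0.121; the cause is the scaling itself, since the exon lengths are 3171 and 3676 bases. The mean difference was -0.114 on the log2(value + 1) scale and the median difference was -0.0705; re-centring shifts both genes of an animal alike and could not change it. Removing the first 3 principal components put the coexpression of the ceramide list at percentile 80.9, within the range of random lists. With the same components as covariates, 0.0149% of genes (2) were associated with Cers2 and 3.13% (421) with Cers1, of which 60.8% were among the 654, and 0 genes were found differing between blocks (776 at an unadjusted p under 0.05). They held 28.6% of the variance of Cers2 and 19.1% of that of Cers1, so part of each predictor was removed with them. With the 7 marker scores as covariates, 0.908% of genes were associated with Cers2, 73.8% of them among the 1070, and their removal left 0 Cers2 partners in the ceramide list (5 at an unadjusted p under 0.05). They held 27.7% of the variance of Cers2 and 8.11% of that of Cers1. Estimating the inter-gene correlation left 0 lists associated with Cers2 (3 at an unadjusted p under 0.05) and 0 with Cers1 (1 at an unadjusted p under 0.05), and fry left 1 list for Cers1. On the title number as a continuous covariate, 1 gene passed in place of 2. A gap of at least 1.5 left 22 genes, and a minimum of 10 animals on each side also left 22, all of them among the 39, since these rules are stricter by construction. For the other changes the cause was not tested.

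Among single genes and relations, 310 further comparisons were made for 68 values: 40 were weaker, 2 moved, 0 were reversed and the rest kept their call. Of those that changed, 15 came from principal components as covariates, 15 from marker scores used as covariates or regressed out, and 4 from the log2(value + 1) scale. The re-centring of samples and the log2(value + 1) scale were chosen after seeing the data, as was the minimum gene mean of 1 for the genome-wide tests. They moved none of the counts by over 1.5 times, although the genes differed in part. On the log2(value + 1) scale 27 genes had a gap, 23 of them among the 39, so 16 of the 39 no longer passed. In the genome-wide tests the Cers2 count ran from 1001 to 1168 genes under these 3 and the Cers1 count from 634 to 681.

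Alternatives that need read counts were not run, because the table holds log2 values: other count normalizations, a second count model, thinning to the smallest library, other prior counts and a filter on counts. The depth of the libraries is unknown, which limits what can be said of genes near the floor. No paired analysis was possible because all animals are in 1 group.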

Other observations

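The tests of chance levels, of a few aberrant libraries, of the floor, of the blocks, of neighbouring gap genes and of genes near Cers1 and Cers2 were set before their results were seen; the other tests below were chosen only after the result they address was seen. The labels give 1 group, so no biological explanation that the design names was tested.

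The number of genes associated with Cers2 was far above chance. In 100 fits to shuffled Cers2 levels the highest count was 2 genes, against 1070. For Cers1 the highest of 100 was 7, against 654. Differences between the title-number blocks were few but also rare by chance: 1 of 100 splits of the animals into groups of the same sizes, the real split included, gave as many as 2 genes, and 7 of the other splits gave any gene.

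The associations with Cers2 may follow the mixture of cells in each sample. Only 90 of the 1070 genes stayed past the threshold with the 7 marker scores as covariates. For Cers1 421 of 654 stayed, which argues against the same explanation for most genes associated with Cers1. A lost call was not always a lost slope: Egr1 kept 0.35 and Arrdc3 -0.18, against 0.37 and -0.20 without the scores. The lists that rose with Cers2 have abundant members in these samples, with Col3a1 at 7.95 and Dcn at 7.83 among fibroblast markers, Plin4 at 7.83 among adipocyte markers Pmp22 at 4.64 among Schwann cell markers and Mrc1 at 3.82 among macrophage markers. All 8 genes of the fibroblast and macrophage lists were in the table, 8 of 8 with a mean of at least 1. Plin4 and Pnpla2 (7.52) are also made by muscle fibres, so the adipocyte score is not specific. Whether Cers2 is itself higher in the other cells of the muscle, or rises in fibres when those cells are present, stays open in bulk tissue.

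The fall of the insulin signalling list with Cers2 remained with the marker scores as covariates. Of the 6 lists that moved with Cers2, 4 are themselves among those scores and could not remain, and the fast glycolytic fibre list did not (adjusted p = 0.986). For Cers1, the rise of the fast glycolytic fibre list remained (median slope 0.03, adjusted p = 0.00427, camera with Benjamini-Hochberg adjustment). Without covariates, the relation of Cers1 with the score of that list rested in part on 2 animals (r = 0.353, and 0.238 without them). With the scores as covariates the insulin signalling list's median slope was -0.05 (adjusted p = 0.000365, camera with Benjamini-Hochberg adjustment), which argues against the tested cell types as the whole cause. Over the other settings run, its adjusted p ranged from 4.84e-05 to 0.079, the highest with the inter-gene correlation estimated. A chance choice of genes is unlikely to give such a fall, since 0.09% of 10000 random lists matched on mean expression had a median slope as low. A lower share of muscle fibres in samples with high Cers2 remains a candidate explanation for part of it: without covariates the fast glycolytic fibre list also fell, with a median slope of -0.0217 against -0.0564 for the insulin signalling list, and 93.2% of 10000 resamples of the genes put the insulin signalling list lower, too few to set them apart. As the whole cause it is argued against by the fit with marker scores, where the fibre list's median slope was 0.00747 while the insulin signalling list's stayed at -0.0505, lower in 98.5% of 10000 resamples of the genes and in 98.7% of 2000 resamples of the animals. With the marker scores as covariates the oxidative phosphorylation list rose with Cers2 by camera (median slope 0.03, adjusted p = 0.000365), which it did not do without them (adjusted p = 0.213). Without them its adjusted p was 0.481 by fry and 0.710 by camera with the correlation estimated. The adjusted p-values of lists with marker scores as covariates are given only for camera at the preset correlation of 0.01. A hypothesis left for measurements of insulin action in these animals is that the levels of Irs1, Insr, Pdpk1 and Tbc1d1, which fell along with rising Cers2, track it as well.

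Neighbours of Cers2 on chromosome 3 were associated with it somewhat more often than genes elsewhere. Of 95 tested genes 3 to 200 positions away, 13 (13.7%) passed, against 12.6% or fewer in 95% of windows of as many genes on other chromosomes and 7.96% of all genes. Linked inherited alleles may contribute, but the highest window elsewhere reached 18.9%. Around Cers1 on chromosome 8 the share was 5.19% (7 of 135), against 4.87% of all genes and up to 8.89% in 95% of windows. This share lay within the spread of the windows, so linked alleles and other sources cannot be told apart for these 7 genes.

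Elovl6 varied more between animals than any other gene of the ceramide list, and its r of 0.633 with the adipocyte score corresponds to 40% of its variance. Its SD was still 1.01 after regression on the score. Fat tissue in the sample may be the whole cause or only part of it. Of the 10 genes of the score, 5 followed the rest of the score more closely than Elovl6 did, among them Adipoq (r = 0.928) and Plin1 (r = 0.919), and the other 5 less closely, among them Plin4 (r = 0.311). With the score's own genes spread so widely, this test leaves the question open, and the synthesis of fat within fibres was not tested.

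A candidate explanation for the gaps between animals is inherited alleles near each gene. Gap genes correlated with genes 3 to 20 positions away, near-identical copies left out, more strongly than with genes of other chromosomes. The mean absolute correlation was 0.171 over 33 gap genes. In 2000 sets of windows elsewhere the median was 0.0913 and the highest value 0.105 (p = 0.0005 against these windows, the smallest possible). For the 20 gap genes without a near-identical copy the mean was 0.178. Neighbours of the same gene family with less similar sequence were not left out. Genes without a gap were not set against their own neighbours. The comparison therefore cannot tell local alleles from other sources of correlation between neighbours. The test set beforehand, on pairs of gap genes 3 to 20 positions apart, gave a median absolute correlation of 0.238. Pairs on different chromosomes had 0.0759 (permutation p = 0.012). It rested on 2 pairs, Myh3 with Myh8 (r = 0.398) and Myh3 with Myh13 (r = 0.0785), all in the myosin heavy chain cluster. Because both pairs share Myh3 and join related genes, this test cannot tell whether gap genes in general follow local alleles. A few aberrant libraries do not account for the gaps, because the 5 animals most often on the smaller side held 9.26% of its places, against a median of 9.44% when places were shuffled within genes. The floor accounts for part at most: 8 of the 39 genes had a lower side with a median at or below -3. That cut just misses Slc15a5 (-2.99) and Gm26740 (-2.96). On the log2(value + 1) scale, which compresses low values, 16 of the 39 no longer passed and 23 did. The stretching of low values by the log2 scale may thus account for more gaps than these 8. The blocks do not account for them either, since 0 of the 39 genes differed between blocks at an adjusted p under 0.05 by permutation and 1 had an unadjusted p under 0.05.

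Inherited differences can act on expression or on how reads are assigned, and these data do not separate the possibilities. Near-identical sequence of at least 150 aligned bases at 95% identity in a transcript of another gene was found for 45.9% of 37 gap genes, against 11.2% of other genes of matching expression (two-sided Fisher's exact p = 4.39e-06). Reads shared with a copy may thus underlie the gaps of genes such as Gapdhrt, Rps18-ps6 and Cwc22. They are not the cause of every gap, since 20 of the 37 genes had no such copy. A sequence difference between an animal's allele and the reference, which would lower the count of a gene without lowering its expression, was not tested and stays open for those 20.

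The myosin heavy chain cluster on chromosome 11 held 3 gap genes. Myh13 was near 10.99 in 10 animals, Myh3 was on the upper side of its gap in 11 animals and Myh8 on the lower side of its gap in 19, and 0 animals were in more than 1 of these 3 sets. Across animals, Myh13 and Myh8 had a correlation of 0.412 and Myh13 and Myh4 one of -0.164. These genes were picked out after their values were seen. Local inherited alleles are a candidate source, as for the other gap genes (mean absolute correlation with neighbours, near-identical copies left out, 0.171). Other sources of correlation between neighbours were not ruled out. None of the 3 had a near-identical copy by the rule above, although Myh4, at 15.90, is so abundant that a small share of misplaced reads would be visible in a related gene.

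Libraries close in the series were slightly more alike. Sample pairs with title numbers at most 3 apart had a median correlation, after centring genes, of 0.00329, against a median of -0.0131 in 10000 shuffles (permutation p = 0.0223). For pairs at most 3 apart in position among the 92 samples it was -1.52e-05, against -0.0132 (permutation p = 0.0038). Whether that position follows the handling of libraries was not tested. Both the housing or collection of animals and the handling of libraries may contribute, and the shifts are small next to the highest pair correlation of 0.444.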
